A study of Mus musculus with 15 samples.

How the data were processed

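DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in micro-dissected dentate gyrus, a part of the hippocampus, of 15 female C57BL/6JRj mice aged 7.5 months. RRBS digests genomic DNA with a restriction enzyme and sequences the short, CpG-rich fragments after bisulfite treatment, which turns unmethylated cytosines into uracil and leaves methylated cytosines unchanged. Per the labels' protocols, libraries were made with a commercial RRBS kit from DNA isolated with a column kit. The aligner, the methylation caller, the genome build, any minimum coverage and any filter are not stated in the labels or the file header. Groups were taken from the housing label of each sample, with 5 mice in each of 3 groups: standard housing for 6 months, environmental enrichment for 6 months, and enrichment for 3 months followed by standard housing for 3 months, called the withdrawal group here.

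The deposited values are percent methylation per cytosine and strand, with 1 column for each mouse. No read count or coverage accompanies these percentages, so the depth behind a value is unknown, no interval from counting error was computed, and a coverage minimum was not applied. The table has 2,918,114 positions, and each has a value in at least 3 mice of every group. The positions come as 2 runs through the chromosomes. The first run holds 455,836 positions, has a plus-strand position followed by a minus-strand position at the next base in 29,830 cases, never has 2 plus-strand positions at neighbouring bases, and averages 39.5% methylation. The second run holds 2,462,278 positions, has plus-strand neighbours at 313,216 bases, has no plus and minus pair at neighbouring bases, and averages 0.829%. The first run was taken as CpG sites and the second as non-CpG cytosines. The CpG analysis used the first run, a choice made after the 2 runs had been seen, and testing both runs together is among the alternatives. In the second run 40 entries at 11 repeated positions were left out of the tests of sites and of the means over sites with a value in all mice, but stayed in the means over sites with values in at least 3 mice of every group and in the search for non-CpG sites with a high mean. A further 12 positions that occur in both runs were kept in each.

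The file names no genome build. Gene positions came from a RefSeq gene table of assembly GRCm38.p6 with 21,900 protein-coding genes, which was used for gene names and for distances to genes, and every printed coordinate is the file's own. As a check of the build, 91.0% of the CpG sites within 1 kb of a gene end had a mean methylation under 20% with the positions as given, against 57.4% to 63.5% after shifting the gene positions by 10 kb to 1 Mb. Transcript starts and exons were not used here, so promoters, exons and introns were replaced by gene ends (1 kb either side of both ends of a protein-coding gene), the inside of a gene, and the space between genes.

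Sites with a value in all 15 mice, outside the Y chromosome and the mitochondrial genome, numbered 113,832 for CpG and 638,950 for non-CpG. Those with a range of at least 5 percentage points over the 15 mice were tested: 100,562 CpG sites and 284,738 non-CpG sites. Percentages were transformed as log2((percent + 5)/(100 - percent + 5)), and limma fitted the 3 group means to all 15 mice with a moderated variance that followed the mean. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over all features of a kind, and a feature was called at an adjusted p under 0.05. The 1 kb windows (15,663) and gene ends (4197) had at least 3 complete CpG sites and were tested by the same model on their mean percentage. Measures with 1 value per mouse were compared by two-sided exact permutation tests over the 252 arrangements of 5 against 5 mice, adjusted over the 3 comparisons. Dispersion was the mean over tested CpG sites of the absolute difference between a mouse and the mean of the other 4 mice of its group. The permutations rearranged these values without computing them again for each arrangement. Location was tested by Fisher's exact test on sites with an unadjusted p under 0.001.

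For persistence, the standard and enriched mice were divided 3 and 2 in each of the 100 possible ways. The 500 sites with the smallest limma p in the selecting mice were taken, and their mean signed difference was measured in the held-out standard and enriched mice and in the 5 withdrawal mice against the held-out standard mice. The planned reference averaged 4 splits in each of 100 permutations of the mice over the groups, where the observed value averaged 100, which widens the reference. The same permutations with all 100 splits each were added after the result was seen. The correlation of the enriched and withdrawal differences from standard was set beside 100 simulated draws of unchanged groups against the same standard mice, because the shared standard mice alone raise it.

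The named sites followed a rule fixed, with the tests, thresholds, filters, main alternatives and a list of 12 genes, before the data were examined. The rule took for each comparison the 2 CpG sites with the smallest p and a difference of at least 10 points where none passed, and in the same way 2 windows and 2 gene ends with a difference of at least 5 points. The non-CpG comparisons, the gene-end definition, the covariate for the number of sites and the means of both strands were added after the data had been seen, and a first look at the CpG fit, the percent scale and the principal components preceded the final computation. The alternatives tried were the offset, the scale (percent or arcsine square root), the range and completeness filters, centring, robust variance moderation, a fit to 2 groups, the minimum number of sites, a replicate block, a depth covariate, and leaving out each mouse in turn.

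The model was tested on simulated data made from the real sites. Among 200 changed sites of intermediate methylation it recovered 0 at a difference of 20 points, 4 at 30 points and 22 at 40 points, with 3, 2 and 5 false calls. Among 200 changed windows it recovered 0 at 10 points, 16 at 20 points and 106 at 30 points, with 0, 3 and 9 false calls. The persistence computation gave ratios of -0.0172, 0.527 and 1.03 where 0, 0.5 and 1 of the simulated difference had been kept. There 2000 sites of intermediate methylation were changed by 30 points, sites were simulated independently, and 10 splits were averaged. The held-out enriched difference was then 3.34 points, so most of the 30 points was not seen in held-out mice. Computations used R 4.3.3 with limma 3.58.1 and the data.table package at 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.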

Results

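The study compared cytosine methylation in the dentate gyrus of mice kept in standard cages, in an enriched environment (larger housing with objects to explore), or in enrichment followed by a return to standard cages. The comparisons ask what 6 months of enrichment changed, what remained 3 months after enrichment ended, and how far the mice of a group differed from each other. Each group had 5 mice. Depth was unknown because the values were percentages alone. As a partial view of it, the number of CpG sites with a value ran from 297,844 (standard mouse 1, 34.7% of sites missing) to 444,106 (withdrawal mouse 4, 2.57% missing). It averaged 379,838 ± 46,894 (SD, n = 5) in the standard, 379,654 ± 33,016 in the enriched and 410,888 ± 20,210 in the withdrawal group. Withdrawal exceeded standard by 31,049 sites (exact permutation p = 0.238, adjusted over the 3 comparisons 0.357), a difference within the spread between mice. Much of it came from standard mouse 1. The other standard mice had 386,681 to 410,580 sites, and the withdrawal mice had 389,351 to 444,106. The labels gave no sequencing or library batch.

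Of the 113,832 CpG sites with a value in all mice, 42.5% had a mean under 20%, 19.7% lay between 20% and 80%, and 37.7% lay above 80%. Pearson correlations were computed across the 100,562 of these sites with a range of at least 5 points, which are not independent replicates. They were 0.888 to 0.948 between mice of a group and 0.887 to 0.944 between mice of different groups. Between 18.6% and 34.5% of the 100,562 sites had identical values in a pair of mice, so no library was a copy of another. The leading principal component took 9.27% of the variance and came mostly (76.8%) from enriched mouse 5. Components 2 and 3 were nearly as large, with 9.06% and 8.78%. They came mostly from standard mouse 1 (76.4%) and enriched mouse 1 (70.6%). These 3 mice had the fewest CpG sites with a value: 348,148, 297,844 and 347,148.

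Mean CpG methylation was 46.9% ± 0.452 (SD, n = 5) in standard, 47.1% ± 1.05 in enriched and 47.5% ± 0.482 in withdrawal mice. Enriched exceeded standard by 0.156 points (exact permutation p = 0.786, adjusted 0.786), withdrawal exceeded standard by 0.570 points (p = 0.0952, adjusted 0.286; 4 of 5 withdrawal mice lay above all standard mice) and withdrawal exceeded enriched by 0.413 points (p = 0.437, adjusted 0.655). None of these differences was larger than the spread between mice by the test. With sites having a value in at least 3 mice of every group, which differ from mouse to mouse, the first difference became -0.398 and the second -0.149 points, and the median over sites between 20% and 80% gave 2.11 points for the second (exact permutation p = 0.151). Without enriched mouse 1 the first was -0.192 points, and without withdrawal mouse 3 the second was 0.756 points with an adjusted exact permutation p of 0.0476 (0.0476 to 0.960 over all alternatives of that comparison). Mean non-CpG methylation, which includes unconverted cytosines, was 0.943% ± 0.0385 in standard, 0.929% ± 0.0359 in enriched and 0.933% ± 0.0224 in withdrawal mice, with differences of -0.0148, -0.0100 and 0.00474 points (exact permutation p = 0.524, 0.643 and 0.841, each adjusted to 0.841).

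**Figure D1:**
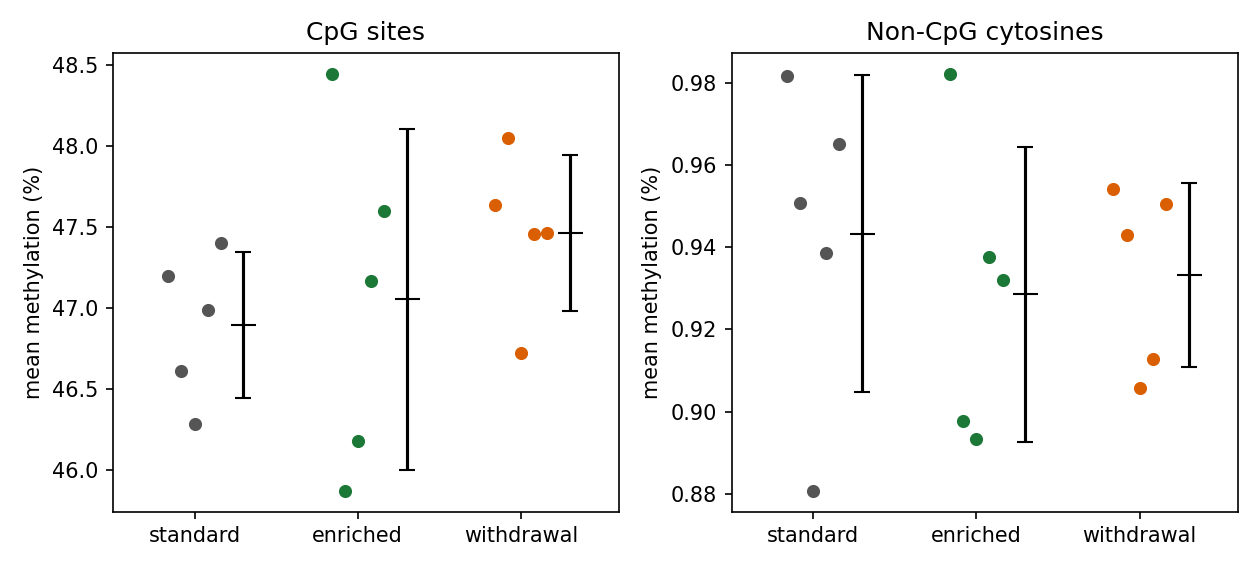
Mean methylation in percent of each mouse (points) over CpG sites (left) and non-CpG cytosines (right) with a value in all 15 mice, by housing group; horizontal ticks and bars give the group mean and SD (n = 5), and neither axis starts at 0. The groups overlap in both panels, with CpG means of 46.9%, 47.1% and 47.5%.

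At single CpG sites, limma called 0 of 100,562 sites in each of the 3 comparisons. At an unadjusted p under 0.05 there were 5177 sites (5.15%) for enriched against standard, 4441 (4.42%) for withdrawal against standard and 4323 (4.30%) for withdrawal against enriched. Under 0.001 there were 158, 129 and 109 sites, where 101 would come from uniform p-values. The p-values were not uniform over their range, so this number is a rough reference. The smallest adjusted p-values were 0.0617, 0.0973 and 0.189. The offset in the log ratio moved the number of called sites most among the alternatives that kept all mice: with an offset of 1 point, 3, 2 and 1 sites were called. Without standard mouse 5, 6 sites were called for enriched against standard and 5 for withdrawal against standard, and without enriched mouse 5, 3 sites were called for withdrawal against enriched. The median absolute difference between group means was 3.76, 3.54 and 3.48 points for the 3 comparisons. In simulated data of this size 0 of 200 sites of intermediate methylation changed by up to 20 points were recovered. No change was simulated at sites near 0% or 100%.

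**Figure D2:**
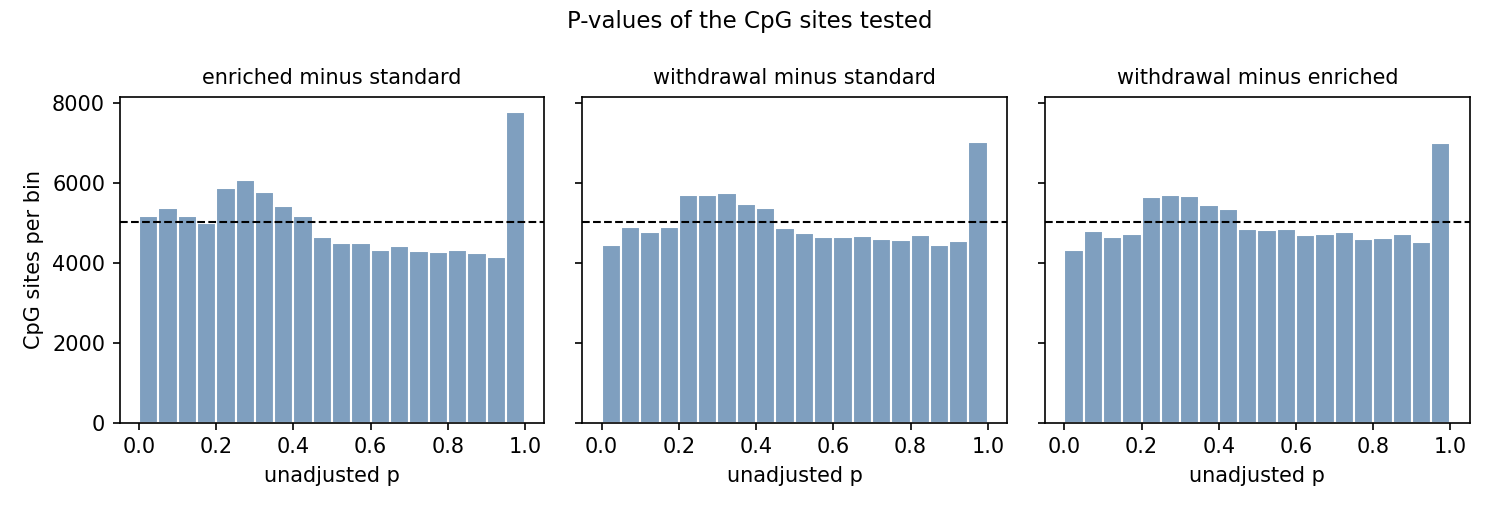
Number of CpG sites (vertical axis) by unadjusted limma p-value (horizontal axis) for the 3 comparisons of housing groups; the dashed line is the count per bin for uniform p-values. The bin under 0.05 holds 5177, 4441 and 4323 sites, the first slightly above the line and the others below it. The p-values are not uniform: the last bin is the highest, with 7784, 7024 and 6998 sites.

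The limma F test of any difference among the 3 groups called 1 CpG site, with an adjusted p of 0.0489, beside 4649 sites at an unadjusted p under 0.05. It lay on chromosome 1 at 62702649 on the plus strand, within 1 kb of an end of Nrp2 and outside the gene. Methylation there was 34.1% ± 17.7 (SD, n = 5) in standard mice, 0% in all 5 enriched mice and 0.444% ± 0.994 in withdrawal mice. The limma comparisons gave log2 ratio differences of -3.45 ± 0.46 (SE) for enriched (adjusted p 0.0617) and -3.33 ± 0.46 for withdrawal (adjusted p 0.0973), and every standard mouse lay above every other mouse. On the percent scale the F test called 0 sites, with 3920 at an unadjusted p under 0.05.

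The other sites with the smallest p-values failed the threshold. At position 78574142 of chromosome 16, inside D16Ertd472e, methylation was 25.5% ± 16.2 in enriched mice and 0% in all 10 others (limma adjusted p 0.110 against standard and 0.189 against withdrawal). The enriched mean included 53.3% in enriched mouse 5, without which the difference from standard was 18.5 points and passed in both comparisons (limma adjusted p 0.0441 and 0.043, with 0.013 to 0.886 and 0.026 to 0.972 over all alternatives). At 94136814 of chromosome 1, between genes, withdrawal mice averaged 26.9% ± 16.1, enriched mice 2.10% ± 3.05 and standard mice 0% (adjusted p 0.172 for withdrawal against standard). At 86035050 of chromosome 17, inside Srbd1, withdrawal mice averaged 85.8% ± 3.71, enriched mice 100% and standard mice 99.6% ± 0.799 (adjusted p 0.189 for withdrawal against enriched). All 3 sites were on the plus strand.

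**Figure D3:**
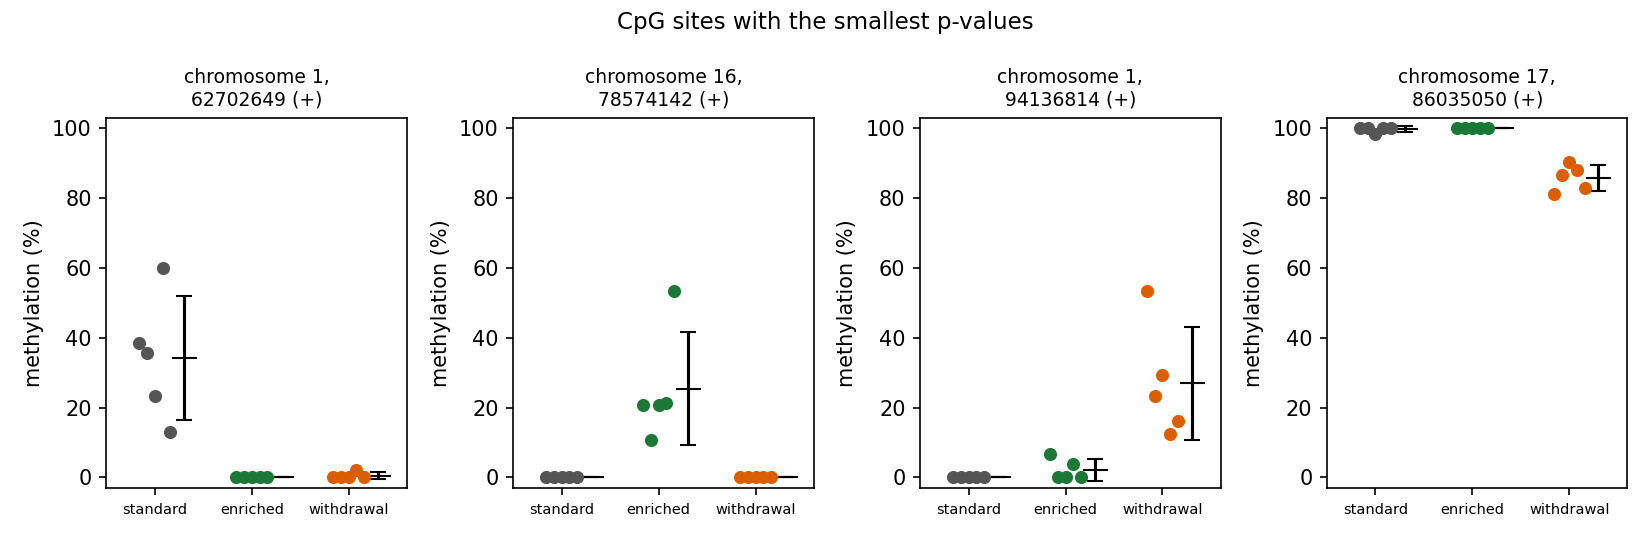
Methylation in percent of each mouse (points) by housing group at the 4 CpG sites with the smallest p-values and a difference of at least 10 points; horizontal ticks and bars give the group mean and SD (n = 5). At each site 1 group stands apart from the others, and the spread within that group is wide at the first 3 sites.

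Averaging neighbouring sites gave 0 calls among 15,663 windows of 1 kb in each comparison. At an unadjusted p under 0.05 there were 884, 743 and 677 windows, and the smallest adjusted p-values were 0.134, 0.184 and 0.424. In simulated data 16 of 200 windows of intermediate methylation changed by up to 20 points and 106 of 200 changed by up to 30 points were recovered. No change was simulated in windows near 0% or 100%. Leaving out standard mouse 1 gave 1 call for enriched against standard, and leaving out standard mouse 3 gave 1 call for each comparison against standard. The window from 118806001 to 118807000 of chromosome 5, between genes, averaged 99.7% ± 0.596 in standard, 90.6% ± 2.19 in enriched and 91.9% ± 3.30 in withdrawal mice (limma adjusted p 0.134 and 0.184 against standard, SD, n = 5). The window from 95458001 to 95459000 of chromosome 16, inside Erg, averaged 71.5% ± 14.6 in standard, 98.7% ± 1.77 in enriched and 96.0% ± 5.54 in withdrawal mice (limma adjusted p 0.145 for enriched against standard). The window from 165669001 to 165670000 of the X chromosome, between genes, averaged 96.7% ± 3.51 in enriched and 77.9% ± 7.51 in withdrawal mice (limma adjusted p 0.424). The windows at 41980001 of chromosome 19 and 26772001 of chromosome 10 held the gene ends of Mms19 and Arhgap18 described next.

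Among 4197 gene ends 0 were called in each comparison, with 219, 205 and 222 at an unadjusted p under 0.05 and smallest adjusted p-values of 0.71, 0.185 and 0.249. Without standard mouse 5, 2 were called for enriched against standard and 1 for withdrawal against enriched, and without enriched mouse 4, 1 was called for withdrawal against each of the other groups. At the end of Arhgap18 (chromosome 10, 26772438 to 26772477, 3 sites) methylation was 1.29% ± 2.88 in standard, 10.8% ± 5.89 in enriched and 0.392% ± 0.877 in withdrawal mice (limma adjusted p 0.71 for enriched against standard and 0.249 for withdrawal against enriched). The difference in means was widest among the named gene ends at Rcan1 (chromosome 16, 92391834 to 92391909, 4 sites), with 60.2% ± 24.2 in standard, 16.02% ± 7.68 in enriched and 29.0% ± 18.0 in withdrawal mice (limma adjusted p 0.864 for enriched against standard). At Mms19 (chromosome 19, 41980657 to 41980724, 5 sites) standard mice were at 0%, enriched mice at 0.762% ± 1.70 and withdrawal mice at 5.49% ± 1.99 (limma adjusted p 0.185 for withdrawal against standard). Cald1 and Mtmr11 were also among the smallest p-values, with differences of 8.91 points for withdrawal against standard and -5.14 points for withdrawal against enriched (limma adjusted p 0.748 and 0.374).

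Of the list of 12 genes chosen for a role in neuronal activity, plasticity or DNA methylation, 5 had values at their gene ends: Fos, Gadd45b, Tet1, Ntrk2 and Prox1. Adjusted over the list alone, 0 passed for enriched against standard and for withdrawal against standard, with 0 and 1 at an unadjusted p under 0.05, and 1, Fos, passed for withdrawal against enriched. Over all gene ends 0 of the list passed. Fos had 3 sites with a value in all mice (chromosome 12, 85474528 to 85474578), with 0% in all 5 enriched mice, 4.73% ± 1.46 in withdrawal and 1.90% ± 2.79 in standard mice. The difference of 4.73 points had a limma p of 0.000593, adjusted over the list alone 0.00297 and over all gene ends 0.374, and all 5 withdrawal mice (2.81% to 6.45%) lay above all enriched mice. It came mostly from the site at 85474528, with 11.5 points, while the other 2 sites differed by 2.72 and 0 points. Within 200 bases, 6 of 8 further CpG sites with a value in part of the mice were at 0% in every enriched and withdrawal mouse with a value.

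The sites with an unadjusted p under 0.001 were compared by location with the other tested sites, where 17.7% lay at gene ends, 36.6% inside genes and 45.7% between genes. For enriched against standard, 17 of 158 lay at gene ends (odds ratio 0.561, 95% interval 0.318 to 0.932, Fisher's exact p = 0.0213, adjusted over 9 tests 0.0972). For withdrawal against standard, 46 of 129 lay between genes (odds ratio 0.658, 95% interval 0.448 to 0.954, Fisher's exact p = 0.0216, adjusted 0.0972). None of the 9 tests passed after adjustment, and neighbouring sites are not independent. With sites at an unadjusted p under 0.01, where more sites enter, part of the tests passed. The gene-end odds ratio was 0.661 for enriched against standard (Fisher's exact adjusted p 1.78e-05). For withdrawal against standard it changed direction from 1.06 to 0.799 (adjusted p 0.0265). Inside genes it was 1.27 for enriched against standard, 1.21 for withdrawal against standard and 1.18 for withdrawal against enriched (adjusted p 0.000526, 0.0119 and 0.0265). The odds ratio between genes for withdrawal against standard was 0.940 (Fisher's exact adjusted p 0.404) in place of 0.658.

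Differences between mice of a group were measured because the title of the series speaks of individual behaviour. Dispersion was 9.45 ± 0.652 points (SD, n = 5) in standard, 9.40 ± 0.673 in enriched and 8.07 ± 0.856 in withdrawal mice. Each value is measured against the other mice of its group, so the values of a group depend on each other. The permutations rearranged fixed values, so the permutation p-values for dispersion are approximate. Enriched and standard mice differed by -0.0513 points (exact permutation p = 0.921, adjusted 0.921). Withdrawal was lower than standard, by -1.38 points (exact permutation p = 0.0238, adjusted 0.0357), with 4 of 5 withdrawal mice below all standard mice, and lower than enriched, by -1.33 points (p = 0.0238, adjusted 0.0357), with 3 of 5 below all enriched mice. Dispersion fell as the number of CpG sites with a value rose across the 15 mice (Pearson r -0.784, permutation p = 0.00076, adjusted over 4 relations 0.002; Spearman rho -0.857, permutation p = 0.0001, adjusted 0.00028), and without the 2 mice farthest from the median number r was -0.819. With group means removed r was -0.754 (permutation p = 0.001, adjusted 0.002), rho was -0.839 (permutation p = 0.00014, adjusted 0.00028) and r without the 2 farthest mice was -0.789. After a straight line on the number of sites was removed, withdrawal differed from standard by -0.740 points (exact permutation p = 0.0952, adjusted 0.143) and from enriched by -0.685 points (p = 0.0317, adjusted 0.0952), so neither difference passed. At sites with a mean between 20% and 80% the differences were -2.91 and -2.89 points. Over all alternatives the adjusted p ran from 0.0357 to 0.226 for both comparisons. Without withdrawal mouse 4, which had the most sites, the differences were -0.746 and -0.694 points.

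**Figure D4:**
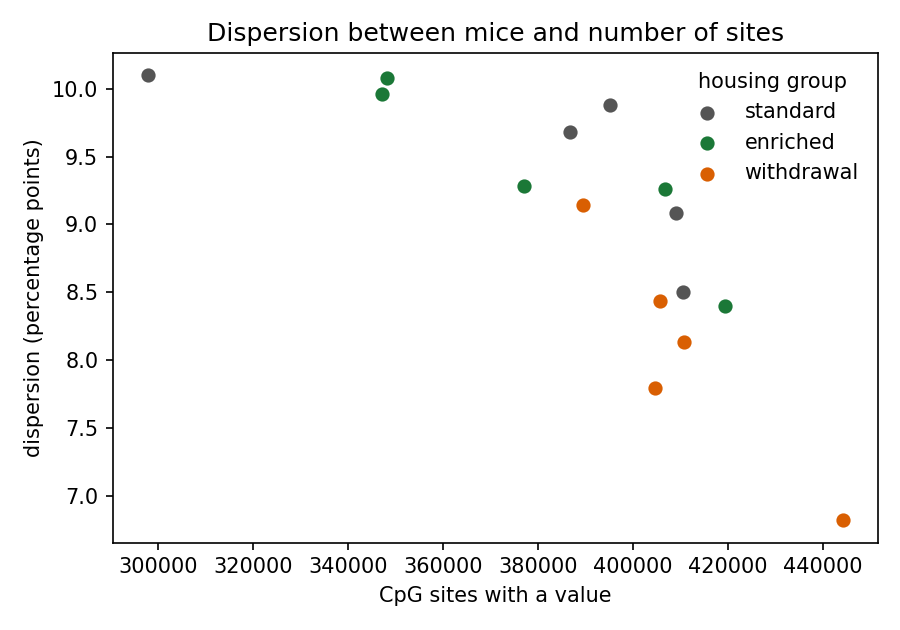
Dispersion of each mouse in percentage points (vertical axis) against its number of CpG sites with a value (horizontal axis), coloured by housing group; neither axis starts at 0. Dispersion fell with the number of sites (r -0.784), and withdrawal mouse 4, with 444,106 sites, had the lowest dispersion, 6.82 points.

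To ask whether differences after enrichment remained in withdrawal mice, sites were chosen in part of the mice and measured in the rest. The 500 sites chosen differed by 31.3 points on average in the selecting mice. In the held-out mice the enriched difference was 0.192 points (SD over 100 splits 0.709), and the withdrawal difference against the same standard mice was 0.516 points (SD 0.758). The planned reference of permuted mice, with 4 splits per permutation, gave one-sided permutation p = 0.337 and 0.129. With all 100 splits per permutation, a reference added after the result was seen, 37 and 4 of 100 permutations reached the observed values (one-sided permutation p = 0.376 and 0.0495, adjusted over both 0.376 and 0.0990). The withdrawal value thus depended on the reference and did not pass after adjustment. The enriched difference was not reproduced in held-out mice under either reference, so its persistence could not be measured. With 100 sites chosen the withdrawal difference was 1.13 points. Across sites, which are not independent replicates, the enriched and withdrawal differences from standard correlated with r 0.541, where unchanged groups against the same standard mice gave 0.521 (0.511 to 0.528 in 100 draws). The draws treat sites as independent. In random regroupings of the mice, which keep the dependence between sites, 9 of 100 gave an r at least as high, and with separate standard mice for the 2 differences r was 0.0053.

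Among 284,738 non-CpG sites, limma called 12 for enriched against standard, 12 for withdrawal against standard and 0 for withdrawal against enriched. At an unadjusted p under 0.05 there were 6145 (2.16%), 5452 (1.92%) and 5286 (1.86%). The same 12 sites were called in both comparisons. Of these, 9 lay on the minus strand of chromosome 14 between 55053047 and 55053079, 1 every 4 bases. Their means were 95.6% in standard, 88.5% in enriched and 88.8% in withdrawal mice. At all 9 sites 3 standard mice were at 100%, while the other 12 mice, 2 standard mice included, ranged from 75.6% to 97.2%. The other 3 lay at 129506629 of chromosome 10 (minus), 86467975 of chromosome 16 (minus) and 81070838 of chromosome 18 (plus), and standard was the lowest group there, with 94.5% ± 9.28, 82.1% ± 22.6 and 98.3% ± 2.43 against 97.8% to 100% in the other groups. On the percent scale 0 sites were called in both comparisons, with 3033 and 2801 at an unadjusted p under 0.05. Without standard mouse 1, 3 and 5 sites were called, and without withdrawal mouse 4, 28 and 21. Under an unadjusted p of 0.001 the 3 comparisons had 65, 46 and 32 sites, where 285 would come from uniform p-values. The p-values were thus far from uniform, and the adjusted p-values behind the calls are not reliable. At least 1 non-CpG call also came in 94 and 93 of 100 splits of the same mice for the comparisons against standard.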

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

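The tests of mitochondrial conversion, of mitochondrial CpG methylation and of the relation between dispersion and the number of sites were chosen only after the result was seen, and so was the statistic that compares the 2 strands. In 56 groups of 5 mice with any variation, over 21 measures, 13 groups had a mouse whose gap to its nearest neighbour took an unusually large part of the group's range, where chance gives 2.8. In 7 of the 13 the other 4 mice had identical values, so that any single deviation meets the criterion, and the named sites were picked for small p-values, which favours groups with no variation. The excess of such mice is therefore partly built into the choice of sites.

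Standard mouse 1 had 297,844 CpG sites with a value, where the other standard mice had 386,681 to 410,580. It also had the highest dispersion, 10.1 points. Lower sequencing depth is a candidate explanation of both, since with group means removed dispersion fell with the number of sites (r -0.754). Depth itself was unknown, so a difference in library quality stays open. The fewest sites of a mouse were 347,148 in the enriched and 389,351 in the withdrawal group, and no biological explanation was tested for this mouse.

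Mitochondrial cytosines, which are outside the comparisons of the report, read as methylated in some mice. The mean over 183 mitochondrial cytosines ran from 0.656% to 6.69% (withdrawal mouse 3). Enriched mouse 5 had 5.51%, where the other enriched mice had 0.729% to 1.78%. Incomplete conversion of the whole sample would raise nuclear non-CpG values too. These stayed between 0.881% and 0.982%, their rank correlation with the mitochondrial mean was negative (Spearman rho -0.571, permutation p = 0.0282, adjusted over 4 relations 0.0376; Pearson r -0.311, permutation p = 0.260, and -0.220 without the 2 mice farthest from the median), and withdrawal mouse 3 had 0.906%. Methylation at CpG sites as the main source is argued against by the share of the summed signal at non-CpG cytosines, 84.0%, where 86.3% of the cytosines are non-CpG. The housing groups did not differ (exact permutation p from 0.778 to 0.929). Part of the signal was local: 23 neighbouring minus-strand cytosines between 5784 and 5941 held 35.5% of it and averaged up to 26.8% in 1 mouse. In that stretch 6 mice of all 3 groups had a mean of at least 5% and 9 had under 2%. Poor conversion of particular mitochondrial molecules, such as strands that had not been separated, and reads from mitochondrial copies in the nuclear genome were not tested.

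On the Y chromosome, 530 positions had values although all mice were female, 119 of them CpG and 411 non-CpG. Of these 386 lay within the last megabase before the highest position, 90807472, so most came from 1 end of the chromosome and not from its whole length. The mean over the 40 CpG sites complete in all mice was 64.1% to 89.6% per mouse. Each position has a value in at least 3 mice of every group, so male DNA or a wrong sex label in a single mouse cannot be the only source. Positions with values in fewer mice are absent, so a single male mouse is not excluded either. Reads from sequence that the X and Y chromosomes share, DNA of a male animal and a wrong sex label were not otherwise tested apart, and no biological explanation was tested. These positions entered no comparison.

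The correlation between a mouse's deviations on the plus and the minus strand of the same CpG was -0.003 in enriched mouse 4, where the other enriched mice had 0.013 to 0.017. All of these values were small, with a mean of 0.0141 over 15 mice, and read noise that differs between mice could move one of them by this much. The difference between this mouse and its group was not tested further.

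At the named sites and windows, single mice stood apart from groups that were otherwise at 0% or 100%. These were withdrawal mouse 4 with 2.22% at position 62702649 of chromosome 1, standard mouse 3 with 98.2% at 86035050 of chromosome 17, standard mouse 1 with 98.7% in the window at 118806001 of chromosome 5, enriched mouse 4 with 3.81% in the window at 41980001 of chromosome 19, standard mouse 5 with 6.45% and withdrawal mouse 5 with 1.96% in the window at 26772001 of chromosome 10, and standard mouse 3 with 2.96% at the end of Cald1. Values of single sites are ratios of reads, and the simplest ratio that rounds to a value gives the fewest reads that can stand behind it. This was looked at after the result was seen. Behind 4 of these 7 values 1 site deviated, by a ratio that needs only 1 read: 1 of 45 and 1 of 17 methylated, and 55 of 56 and 24 of 25. Behind the other 3 at least 4 of 21 (window on chromosome 19), 6 of 31 (standard mouse 5, chromosome 10) and 5 of 68 reads (Cald1, with 1 of 65 at a second site) were methylated at 1 site, so a single read cannot give these values. Whether such reads were copies of 1 molecule was not testable.

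The other 3 mice stood apart from groups that varied. Enriched mouse 5 had 53.3% at 78574142 of chromosome 16, where the other enriched mice had 10.8% to 21.4%. Without that mouse the difference from standard was 18.5 points in place of 25.5, but the site then passed, with limma adjusted p-values of 0.0441 against standard and 0.043 against withdrawal. Over all alternatives these ran from 0.013 to 0.886 and from 0.026 to 0.972. Withdrawal mouse 1 had 64.7% in the window at 165669001 of the X chromosome, where the other withdrawal mice had 79.1% to 83.1%, and without it the difference from enriched was -15.5 points in place of -18.8. Withdrawal mouse 4 had 1.74% at the ends of Mtmr11, where the others had 0% to 0.417%. A difference in depth or in the share of cell types may lie behind such values. With group means removed, samples with fewer sites had more dispersion (r -0.754), and enriched mouse 5 had 348,148 sites, near the fewest of its group. Withdrawal mice 1 and 4 had 410,690 and 444,106, the most of their group, which argues against low depth of the whole sample there. Depth at these positions was unknown, and the share of cell types was not tested.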

How the results depend on the processing

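Tests chosen only after the result was seen are the covariate for the number of sites, the means of both strands, the joint fit of both runs of positions and all settings of the non-CpG and gene-end comparisons. Apart from fits that left out 1 mouse, 84 values of the main comparisons under settings fixed beforehand kept their direction, their side of the threshold or their size, and 26 did not: 14 moved, 4 reversed, 4 became stronger and 4 weaker. Of the values under settings chosen later 30 were unchanged in this sense, 9 moved, 1 reversed and 2 became weaker. At single named sites 4 values under settings fixed beforehand and 1 under a later one became stronger, all others kept their side, and 10 more became stronger when 1 mouse was left out. Except where a cause is given, the cause was not tested.

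An offset of 1 point gave 3, 2 and 1 called CpG sites for enriched against standard, withdrawal against standard and withdrawal against enriched, and 3 in the test of any difference. In that test 3 sites were called without a range filter, where more sites enter. It called 0 on the percent scale (3920 at an unadjusted p under 0.05), on the arcsine scale (4817), with a range of at least 20 points (3370), with values in at least 3 mice of every group (14,990), with robust moderation (4351), with sites at 0% or 100% in at most 10 mice (3940), with the covariate (4874), with both runs of positions (7979) and with the mean of both strands (92, from fewer sites).

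The replicate numbers do not pair the mice: correlations of deviations between mice with the same number in different groups ran from -0.015 to 0.013. With the number as a replicate block, 0 CpG sites passed in the test of any difference (4688 at an unadjusted p under 0.05), 1 gene end passed for withdrawal against enriched (Arhgap18), and 30, 23 and 11 non-CpG sites passed in the 3 comparisons. The paired sign-flip test of dispersion left the differences at -1.38 and -1.33 with an exact p of 0.125, and the smallest p that 5 pairs allow is above 0.05, so this says nothing about the effect. The block changed no other call of a main comparison.

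Non-CpG calls fell to 0 and 0 on the percent scale (3033 and 2801 at an unadjusted p under 0.05). At an unadjusted p under 0.01, where more sites enter, 5 location tests passed: odds ratios 0.661 (gene ends) and 1.27 (inside genes) for enriched against standard, 1.21 (inside genes) for withdrawal against standard and 1.18 (inside genes) for withdrawal against enriched. The fifth was the gene-end odds ratio of withdrawal against standard, which reversed to 0.799. It also reversed to 0.864, without passing, with gene ends taken from 2 kb outside to 0.5 kb inside. Other splits of the mice were not run at an unadjusted p under 0.01, so the 5 tests that passed have no reference from regrouped mice.

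Mean CpG methylation over sites with values in at least 3 mice of every group, which differ between mice, reversed to -0.398 points for enriched and -0.149 points for withdrawal against standard. The non-CpG difference of withdrawal and enriched mice reversed to -0.0429 points over the tested sites. For dispersion, the log2 ratio scale gave -0.11 for both withdrawal against standard and withdrawal against enriched, and the covariate gave -0.740 and -0.685 points. These no longer passed. The correlation of the differences from standard moved to 0.553 on the percent scale and 0.545 for windows.

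Across the 15 fits that each left out 1 mouse, called CpG sites ran from 0 to 6, from 0 to 5 (both highest without standard mouse 5) and from 0 to 3 (without enriched mouse 5), and from 0 to 7 (without standard mouse 5) in the test of any difference. That test called 0 sites without standard mouse 2 or 3, enriched mouse 1, 2, 3 or 4, or withdrawal mouse 1, 3 or 5, with 4393 to 4835 at an unadjusted p under 0.05. Called windows ran from 0 to 1 (without standard mouse 1 or 3) and from 0 to 1 (without standard mouse 3) against standard, and were 0 in all 15 fits for withdrawal against enriched. Called gene ends ran from 0 to 2 (without standard mouse 5), from 0 to 1 (without enriched mouse 4) and from 0 to 1 (without standard mouse 5 or enriched mouse 4). Non-CpG calls ran from 3 (without standard mouse 1) to 28 (without withdrawal mouse 4), from 5 to 21 (the same mice) and from 0 to 3 (without enriched mouse 1 or withdrawal mouse 1). The named results that failed with all mice and passed with 1 left out were the site near Nrp2 for enriched against standard (without standard mouse 4 or 5) and withdrawal against standard (standard mouse 5), the site in D16Ertd472e (enriched mouse 2 or 5, and enriched mouse 5 against withdrawal), the window in Erg (standard mouse 1), and the gene ends of Arhgap18 (standard mouse 5, both comparisons) and Mms19 (enriched mouse 4).

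The CpG mean difference ran from -0.192 (without enriched mouse 1) to 0.452 points (without enriched mouse 2) for enriched against standard, from 0.417 to 0.756 (without withdrawal mouse 3, which passed) for withdrawal against standard, and from 0.117 (without enriched mouse 2) to 0.762 (without enriched mouse 1) for withdrawal against enriched. The non-CpG difference ran from -0.0304 (without standard mouse 3) to -0.00521 (without standard mouse 1), from -0.0257 to -0.000465 (the same mice), and from -0.00408 to 0.0181 (without enriched mouse 1), where it reversed without enriched mouse 2 (-0.00297), enriched mouse 3 (-0.00408) or withdrawal mouse 1 (-0.000496).

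Dispersion differences ran from -0.607 (without standard mouse 3) to 0.489 for enriched against standard, which reversed without enriched mouse 2 (0.217), 3 (0.489) or 4 (0.239). They ran from -1.94 to -0.746 for withdrawal against standard and from -1.87 to -0.694 for withdrawal against enriched. Both failed the threshold without withdrawal mouse 1 (-1.18 and -1.13), 2 (-1.08 and -1.03), 4 (-0.746 and -0.694) or 5 (-1.31 and -1.26). Part of this is built in, since a mouse left out makes the reference of its group the mean of 3 other mice in place of 4, which adds noise to that group alone. The held-out enriched difference ran from -0.361 (without enriched mouse 2) to 0.741 points (without enriched mouse 1), the withdrawal one from 0.0697 (without standard mouse 3) to 0.926 (without standard mouse 5), and the correlation of the differences from 0.502 to 0.611.

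Unknown read numbers stand behind each percentage, so how far depth limits the results was not measured. Simulated differences of up to 20 points at single sites of intermediate methylation were not recovered. The simulation does not part depth from the number of mice, the variation between them and the number of sites tested. Promoter comparisons in their first form, with transcript starts, were not run, nor were tests of exons and introns.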

Other observations

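The tests of the called sites, of the relation between dispersion and the number of sites, of the strand-shared part of the dispersion and of the noise between strands were chosen only after the result was seen. The other tests in this part were set down before their values were known.

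To see how many small p-values differences between single mice give, the model was refitted to 100 of the 126 ways to split the same 10 mice 5 and 5, the real split included. For CpG sites, 70 of the 100 splits gave as many sites at an unadjusted p under 0.05 as the real one for enriched against standard, 17 for withdrawal against standard and 31 for withdrawal against enriched. For windows of 1 kb the numbers were 85, 21 and 84, for gene ends 72, 40 and 1, and for non-CpG sites 72, 77 and 88. Of 100 splits of the 15 mice into 3 groups, 17 gave as many sites in the test of any difference, and 36 gave at least 1 called site, so the call near Nrp2 is what a regrouping of the mice often gives. For the 12 called non-CpG sites, 8 of 100 splits gave as many calls for enriched against standard and 11 for withdrawal against standard. At least 1 non-CpG call came in 94 and 93 of the 100 splits. The other splits had a median of 3 calls in both comparisons and a highest of 14 and 15. The withdrawal and enriched mice stood apart at gene ends, with 222 at an unadjusted p under 0.05 where the highest of the other splits had 220. Of 25 results compared with other splits 2 had a share under 0.05, and no gene end passed its adjusted threshold, so a difference between these groups spread over gene ends remains a hypothesis.

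The location of sites with an unadjusted p under 0.001 was compared with the same splits, by odds ratios with 0.5 added to each count. For enriched against standard 32 of 100 splits gave an odds ratio as far from 1 at gene ends, 20 inside genes and 89 between genes. For withdrawal against standard the numbers were 93, 11 and 4, and for withdrawal against enriched 75, 43 and 74. The lower share between genes for withdrawal against standard (odds ratio 0.661 in this form) was thus seldom matched, but it was 1 of 9 location tests, and with sites at an unadjusted p under 0.01 the odds ratio was 0.940 (Fisher's exact adjusted p 0.404), so it was nearly absent in the larger set. The median gene-end odds ratio of the other splits was itself below 1 (0.657, 0.715 and 0.809), which is consistent with fewer small p-values at gene ends whatever the grouping, and 32 splits, the real one included, were as far from 1 as the 0.576 for enriched against standard.

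The lower dispersion of withdrawal mice has a technical candidate explanation, the number of reads. With group means removed, dispersion fell with the number of sites (r -0.754), and the differences fell to -0.740 and -0.685 points once that relation was taken out. Read noise is independent on the strands of a CpG, while methylation of a mouse's cells is mostly shared by both. At 24,320 CpGs with both strands listed, most with a value in part of the mice, the correlation between a mouse's deviations from its group on the 2 strands averaged 0.0141 (13 of 15 mice above 0, one-sided permutation p = 3e-05 with the strands of different mice paired), where mice of different groups gave a median of -0.00017. Read noise as the sole source of differences between mice is argued against by this value, but the shared part was small, 1.39% of the variance of deviations in the median mouse. At the 2002 CpGs with both strands measured in all mice the mean correlation was 0.0140 (one-sided permutation p = 0.0745), so this smaller set alone would not exclude read noise. The mean absolute difference between the strands of one mouse (median 9.62 points) was as large as that between mice of a group at one strand (median 8.96 points). Methylation that differs truly between the strands, as it can where methyl groups are being lost, would also lower this correlation and was not tested.

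The variance shared by the strands was 5.54 ± 4.15 squared points (SD, n = 5) in standard, 2.96 ± 2.13 in enriched and 0.870 ± 1.71 in withdrawal mice. These values come from deviations from the mouse's own group and depend on each other within it. The permutation p-values for them are therefore approximate. Withdrawal was lower than standard (exact permutation p = 0.00794, adjusted over 3 comparisons 0.0238), while the other comparisons gave p = 0.294 for enriched against standard and 0.127 for withdrawal against enriched. This suggests that some of the lower dispersion may lie in methylation itself, but it rested on few mice. Standard mouse 5 had 12.6 squared points, where the other standard mice had 2.56 to 5.82, and without it the exact permutation p was 0.143. The p-value was also above 0.05 without standard mouse 3 (0.0714) or 4 (0.0556) or withdrawal mouse 1 (0.0794) or 4 (0.0635). The part would be a minor one: 8.67% of the difference in variance between standard and withdrawal mice was shared by the strands (4.66% to 16.5% with 1 mouse left out, 4.69% without standard mouse 5), and 22.4% at the 2002 CpGs measured in all mice (14.1% without standard mouse 5 to 48.6% without withdrawal mouse 4; unadjusted exact permutation p of the difference 0.00794 there too, and up to 0.0556 with 1 mouse left out), which argues against shared methylation differences as the whole cause. Differences in the mix of dissected cells would be shared by the strands as well and remain open.

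A housing effect on methylation would make the difference between group means correlate between the strands. For enriched against standard this correlation was 0.0202, and 35 of all 126 splits of the 10 mice gave one as high. For withdrawal against standard it was 0.0254 (21 of 126 splits) and for withdrawal against enriched 0.0197 (17 of 126). These splits do not tell a small housing effect apart from differences between single mice. The correlation that a small housing effect would give was not computed.

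The higher methylation at Fos in withdrawal than in enriched mice could concern the whole gene end or only the sites measured in all mice. Over 10 further CpG sites with a value in part of the mice the mean difference was -3.52 points (exact permutation p = 0.444), with 2 sites higher, 2 lower and 6 equal. The sites within 200 bases had a mean difference of 0.819 points, and the 2 lower sites lay at the other end of the gene. The spread of these values is wide and their depth unknown, so a difference of the whole gene end and a difference of single sites cannot be told apart.

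Mean CpG methylation of the X chromosome was 68.8% ± 1.26 (SD, n = 5) in standard, 70.2% ± 1.60 in enriched and 70.7% ± 0.514 in withdrawal mice. Withdrawal exceeded standard by 1.84 points (exact permutation p = 0.0159, adjusted over the 3 comparisons 0.0476), with 4 of 5 withdrawal mice above all standard mice, but over the 18 comparisons of such side measures the adjusted p was 0.286.

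Of 2,461,461 nuclear non-CpG sites, 1156 (0.047%) had a mean above 50%. Unconverted or misplaced stretches would make the neighbours high as well, and bases that differ from the reference and form a CpG would leave the sites alone. Among the 1153 sites with a non-CpG neighbour within 30 bases on the same strand, most neighbours were also above 50% for 78.3%, and no neighbour was for 16.1%. Whole stretches are thus the more likely source for most of these sites, and sequence differences may account for part of the 186 sites that stood alone. The 9 called sites on chromosome 14, spaced by 4 bases, belong to a stretch of this kind, and neither repeats nor non-CpG methylation of neurons was tested there.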
